A study of Mus musculus and Sus scrofa with 30 samples.

How the data were processed

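Bulk RNA-seq was analysed from 3T3-L1 and porcine DFAT cells, 15 libraries each, in 5 groups of 3 taken on day 5. Per the labels' protocols, 3T3-L1 cells were induced with 0.75 µg/mL insulin, 75 nM dexamethasone and 37.5 µM IBMX in 10% serum. For DFAT cells the mix held IBMX at 12.5 µM, dexamethasone at 0.5 µM, pantothenate at 10 µM and biotin at 20 µM in 2% serum. The doses of the compounds are not given in the sources used here. Libraries were made from poly(A) RNA with strand marking by dUTP, per the labels' protocols.

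The values are signal values deposited by the authors: gene counts divided by DESeq2 size factors, 1 per library, in 1 table per species, per the labels' file descriptions. The aligner, the counter, the genome build and the annotation are not given in the sources used here. The tables give gene identifiers, symbols, biotypes and coordinates. A comparison with the GENCODE mouse annotation at hand matched 24070 of 24843 genes, of which 95.5% had the same length but only 2.18% the same start, so its coordinates were not used; no pig annotation was used. The end given here is the listed stop less 1, since stop minus start equalled the listed length in 100% of genes. All columns were mapped to samples by their names. No symbol of their own was given for 698 mouse and 16875 pig genes. Listed at 0 in every library were 27 mouse and 9113 pig genes. Whether the tables had been filtered differently was not tested. Symbols that occur more than once (39 in the mouse table, 1214 in the pig table) were kept as separate genes.

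Counts divided by a size factor should be whole multiples of what 1 read is worth in a library. Within a tolerance of 0.02, up to 20 reads, 81.6% to 82.7% of low values were whole in the 3T3-L1 libraries and 89.8% to 91.0% in the DFAT libraries. Whole reads could therefore not be recovered for nearly all genes, and the count tests planned for that case were not run. The steps gave estimates of depth, 22.8 to 30.7 M reads per 3T3-L1 library and 44.8 to 70.5 M per DFAT library, with size factors of 0.810 to 1.17 and 0.780 to 1.18. The 10 most abundant genes took 6.72% to 14.0% of the counts in 3T3-L1 and 14.3% to 24.9% in DFAT, and mitochondrial genes 5.22% to 14.3% and 6.85% to 15.1%. No replicate pair was a repeated library: the chi-square per gene of replicate pairs was 15.9 to 100.002 in 3T3-L1 and 8.12 to 92.2 in DFAT, where sampling noise alone gives 1.

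Genes with a mean of at least 10 over the 15 libraries of a table were fitted with limma 3.58.1 in R 4.3.3 on log2(value + 1), with all 5 groups in 1 model, moderated variances with a trend, two-sided tests and Benjamini-Hochberg adjustment at 0.05. The median SE of a fold change was 0.146 in 3T3-L1 and 0.0992 in DFAT, and the median log2 fold change of all genes lay within 0.011 of 0 in every comparison. The design assumed size-factor normalized counts, which the files held. Named genes were chosen by a rule: 14 panel genes, and per comparison with vehicle the 3 largest rises and 3 largest falls among genes with a symbol, an adjusted p under 0.05, a mean of at least 100 and no overlap between groups; for the interaction, the 2 largest in each direction without the overlap condition. Genes outside it are named as such. The list tests used camera (preset correlation 0.01), with fry and an estimated correlation beside it. With the replicate block only camera at the preset correlation was run. The lists were written from general knowledge: adipocyte (29 genes), extracellular matrix (24), NRF2 target (22) and integrated stress response (24). The design, the lists, the rule and the alternatives were fixed before the data were examined. Lists of 30 cAMP-responsive and 34 interferon-stimulated genes were written later. Differences between systems divided the difference of the fold changes by the root of the summed squared standard errors and were adjusted over 48 tests. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.

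The gene-level fit was tested on simulated data with 200 changed genes. In 3T3-L1 the magnolol contrast recovered 68.5% (15615 genes, 146 called, 9 falsely) and the interaction 57% (15607 genes, 121 called, 7 falsely). In DFAT the magnolol contrast recovered 84.5% (14741 genes, 181 called, 12 falsely) and the interaction 76.5% (14732 genes, 161 called, 8 falsely).

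The labels number the replicates 1 to 3 in every group without saying what a number marks. In 3T3-L1 all 30 pairs of libraries with the same number in different groups had deviations from the group means that correlated above 0.1 (lowest 0.106, median 0.300), against a median of −0.142 over 60 pairs with different numbers, so the numbers pair these libraries and a fit with the replicate number as a block is given where it changes a call. In DFAT every pair lay above 0.1 only between the magnolol, combination and rosiglitazone libraries (0.105 to 0.345). Among the comparisons made, the numbers therefore pair all libraries in that of the combination with magnolol. The blocked count is given there. Over all DFAT groups the pairing was partial, with 16 of 30 same-number pairs above 0.1, against 4 of 60 with different numbers. Blocked DFAT counts that moved are given with the alternatives. The alternatives tried were a pseudocount of 5, no filter, quantile normalization, only the compared groups in the fit, the replicate block, no variance trend, and each library left out in turn. Limma-voom on estimated reads, and the alternatives for the differences between systems (the block in 3T3-L1 alone included), and simulated 3T3-L1 libraries paired by number, were added after the data were examined.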

Results

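Gene expression was measured by bulk RNA-seq in 2 cell systems induced to form fat cells. The first was the mouse line 3T3-L1, embryonic fibroblasts that can become adipocytes. The second was porcine dedifferentiated fat (DFAT) cells, which come from subcutaneous fat and have returned to a fibroblast-like, dividing state. Each system had 5 groups of 3 libraries, 30 libraries in all, taken on day 5 of induction: DMSO vehicle, dicoumarol (a coumarin anticoagulant that also inhibits the quinone reductase NQO1), magnolol (a lignan of magnolia bark), dicoumarol plus magnolol, and rosiglitazone (a synthetic agonist of the adipogenic receptor PPARγ). Per the series title, the compounds were studied as enhancers of fat cell formation in food production. The authors' size-factor normalized counts held 24843 mouse genes and 34307 pig genes. The estimated depth was 22.8 to 30.7 M reads per 3T3-L1 library (median 27.1 M) and 44.8 to 70.5 M per DFAT library (median 62.4 M). After a minimum mean of 10, 15723 and 14819 genes were tested. The first principal component held 44.6% of the variance in 3T3-L1 and 20.7% in DFAT. Fold changes are on the log2(normalized count + 1) scale, which understates the change of low genes, and SE is limma's moderated standard error.

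The comparisons with vehicle asked which genes each compound changed. In 3T3-L1 cells limma called 0 genes for dicoumarol at an adjusted p under 0.05; 393 genes had an unadjusted p under 0.05, the smallest adjusted p was 0.907, and limma-voom on estimated reads also called 0. Magnolol gave 193 genes, 169 higher and 24 lower, of which 83 and 4 changed at least 2-fold. Dicoumarol plus magnolol gave 821 genes, 607 higher and 214 lower, of which 159 and 31 changed at least 2-fold. Rosiglitazone gave 6312 genes, 3190 higher and 3122 lower. Apart from leaving out libraries, the alternative that moved these counts most was a block for the replicate number, which gave 79 genes for dicoumarol (72 higher), 780 for magnolol (553 higher) and 2124 for the combination (1262 higher). All 193 and all 821 genes were also called in that fit. The counts also depended on single libraries. The magnolol count was 116 without vehicle replicate 1, 62 without vehicle replicate 2, 62 without vehicle replicate 3, 22 without magnolol replicate 1 and 33 without magnolol replicate 3. For the combination it was 525 without vehicle replicate 2, 495 without vehicle replicate 3, 286 without combination replicate 1 and 490 without combination replicate 3. For dicoumarol 1 gene was called without vehicle replicate 1.

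The named genes of 3T3-L1 cells followed a rule fixed before the data were examined. Every rise or fall given in this paragraph with an adjusted p under 0.05 separated the 3 treated from the 3 vehicle libraries. The rule required this separation of the largest rises and falls, so for them it is no further evidence. For panel changes outside those, chance gives it in 10% of splits of 3 against 3. The genes are protein-coding, and their coordinates are as deposited, on a build not named in the sources used here. Cidec (chromosome 6, 113401595 to 113412721, minus strand) rose from 401 ± 359 (SD, n = 3) normalized counts with vehicle to 5125 ± 1656 with magnolol, 7938 ± 3101 with the combination and 34692 ± 7438 with rosiglitazone. Its log2 fold changes were 3.98, 4.58 and 6.77 (SE 0.53), with limma adjusted p of 0.00254, 0.000316 and 3.1e-07. Plin1 (chromosome 7, 79369966 to 79382651, minus strand) had log2 fold changes of 3.06, 3.45 and 4.74 in the same order, and Cd36 (chromosome 5, 17986688 to 18093799, minus strand) 3.16, 3.39 and 5.02. The Cd36 call for magnolol was lost without magnolol replicate 1 (limma adjusted p 0.0517). Fabp4 rose by 5.68 and Adipoq by 5.06 with rosiglitazone. With magnolol, Fabp4 rose by 2.51 (limma adjusted p 0.00142) and Adipoq by 2.88 (limma adjusted p 0.0137). The Adipoq call was lost without vehicle replicate 2 (0.0681), vehicle replicate 3 (0.0552), magnolol replicate 1 (0.0885) or magnolol replicate 3 (0.0712), and without the variance trend (0.0593). Mmp3 (chromosome 9, 7445822 to 7455975, plus strand) fell with magnolol (log2 fold change −1.46), the combination (−1.85) and rosiglitazone (−2.91). Its magnolol call was lost without vehicle replicate 2 (limma adjusted p 0.0603), magnolol replicate 1 (0.0786) or magnolol replicate 3 (0.0747).

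The other large falls with magnolol were Lyz2 (−0.97) and Pdgfrl (−0.79), with limma adjusted p of 0.0246 and 0.0313. Lyz2 has a close copy, Lyz1, which makes its value uncertain, and it passed the threshold only with all 6 libraries or without magnolol replicate 2: the adjusted p was 0.0768, 0.0875 and 0.0676 without vehicle replicates 1, 2 and 3, and 0.153 and 0.0555 without magnolol replicates 1 and 3, and it was 0.0679 with only the compared groups fitted. Pdgfrl lost its call without vehicle replicate 1 (0.109), vehicle replicate 2 (0.128), magnolol replicate 1 (0.129) or magnolol replicate 3 (0.179), and without the variance trend (0.0905). With the combination Il1rl1 changed by −1.70 and Mmp9 by −1.58. The Mmp9 call was lost without vehicle replicate 3 (limma adjusted p 0.0618) or combination replicate 1 (0.0890). With rosiglitazone Cxcl13 changed by −3.53 and Fmo2 by −3.01. All of these falls separated the treated from the vehicle libraries, as the rule required. For dicoumarol no gene met the rule.

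The panel genes fixed beforehand gave further values in 3T3-L1 cells. Pparg rose by 0.65 with the combination (limma adjusted p 0.00582; 0.0529 without combination replicate 1) and by 0.65 with rosiglitazone. Lpl rose by 1.03 with the combination (limma adjusted p 0.0162), a call lost without vehicle replicate 2 (0.0632), vehicle replicate 3 (0.0658) or combination replicate 1 (0.116). Cebpa rose by 1.91 with the combination (limma adjusted p 0.00866; 0.0583 without combination replicate 1). With magnolol Pparg (0.49), Lpl (0.72) and Cebpa (1.48) were not called (limma adjusted p 0.0814, 0.207 and 0.0944), although Cebpa was called without magnolol replicate 2 (0.0484), and all 3 were called with the replicate block (0.000249, 0.000234 and 2.9e-07). With dicoumarol Cidec (2.21), Plin1 (1.65), Cd36 (1.55), Fabp4 (1.48), Adipoq (1.46) and Cebpa (0.88) were higher but not called, with adjusted p of at least 0.907. With the replicate block these 6 genes had limma adjusted p between 2.8e-05 (Fabp4) and 0.00232 (Cd36). Col1a1 changed by −0.54 with rosiglitazone (limma adjusted p 0.0073; 0.0520 with only the compared groups fitted) and by −0.35 with the combination, which was called only with the block (0.0166). Pdk4 (−0.57) and Trib3 (−0.67) passed the threshold with rosiglitazone only with the block (9.1e-06 and 0.000464) or, for Pdk4, without vehicle replicate 1 (0.0188), without rosiglitazone replicate 2 (0.0459) or after quantile normalization (0.0420). Nqo1 changed by 0.08 at most in the 4 comparisons. Ucp1 stayed under the minimum (highest value 1.71), and Cyp1a1 was not listed in the mouse table.

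In DFAT cells limma called 288 genes for dicoumarol (135 higher, 153 lower), 626 for magnolol (438 and 188), 1508 for the combination (906 and 602) and 1604 for rosiglitazone (860 and 744). At least 2-fold changes were found in 22 higher and 23 lower genes for dicoumarol, 82 and 5 for magnolol, 160 and 41 for the combination, and 152 and 69 for rosiglitazone. Fitting only the groups compared lowered the rosiglitazone count to 931. The dicoumarol count was 163 without vehicle replicate 1 and 165, 154 and 153 without dicoumarol replicates 1, 2 and 3. For magnolol it was 400 without vehicle replicate 1 and 413 without magnolol replicate 3.

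Among the largest rises in DFAT cells was that of ADIPOQ (chromosome 13, 124633685 to 124646646, plus strand), from 28.4 ± 12.0 (SD, n = 3) normalized counts with vehicle to 293 ± 50.7 with dicoumarol, 1522 ± 346 with magnolol, 2184 ± 246 with the combination and 3980 ± 643 with rosiglitazone. Its log2 fold changes were 3.39, 5.75, 6.29 and 7.15 (SE 0.22), with limma adjusted p of 5.7e-08, 1.3e-11, 2.4e-12 and 2.8e-13, and all 3 treated libraries of each group lay above the 3 vehicle libraries. PLIN1 (chromosome 7, 55236348 to 55250797, minus strand) rose by 2.15, 3.90, 4.79 and 5.05 (SE 0.10) in the same order. PLIN4 rose by 2.42 with dicoumarol and by 4.97 with the combination, and PCK1 by 3.91 with magnolol, 5.23 with the combination and 7.33 with rosiglitazone, from a vehicle mean of only 13.7 ± 10.1. RBP5 rose by 5.21 with rosiglitazone. The largest falls with dicoumarol were in PDE7B (−1.35, SE 0.10), CBLN4 (−1.35, SE 0.12) and PDE4B (−1.32, SE 0.23). With magnolol they were in PI15 (−1.24), PDE4B (−1.23) and SULT1A3 (−0.97), the last a member of a multigene family, so that its value is uncertain. With the combination they were in PI15 (−1.78), PDE4B (−1.71) and C3 (−1.67), and with rosiglitazone in RIPOR3 (−1.99), GGT5 (−1.89) and OLFML2B (−1.72). Each of these falls had a limma adjusted p of 0.00484 or less. Each separated the 3 treated from the 3 vehicle libraries, which the naming rule required, so the separation is no further evidence.

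Among the DFAT panel genes, PPARG rose by 0.35 with magnolol, 0.64 with the combination and 0.48 with rosiglitazone (limma adjusted p 0.00539, 6.0e-06 and 9.8e-05; higher in 3 of 3 libraries), and by 0.13 with dicoumarol (adjusted p 0.56). NQO1 (chromosome 6, 17292770 to 17302590, plus strand) fell with all 4 treatments, with log2 fold changes of −0.40, −0.80, −0.82 and −0.35 for dicoumarol, magnolol, the combination and rosiglitazone. Its dicoumarol call (limma adjusted p 0.00954) was lost without dicoumarol replicate 1 (0.0624). CEBPA rose by 0.61 with the combination (limma adjusted p 0.00901), which was not called without vehicle replicate 3 (0.0526) or combination replicate 2 (0.0507). PDK4 rose by 1.5 with the combination (limma adjusted p 0.00958) from 13.5 ± 3.11 to 43.8 ± 22.3 normalized counts, and was not called without vehicle replicate 1 (0.0527) or combination replicate 2 (0.0587). TRIB3 rose by 0.58 with rosiglitazone. COL1A1 (chromosome 12, 26379090 to 26397004, minus strand) rose by 0.59 with dicoumarol, 0.86 with magnolol and 0.85 with the combination (SE 0.13; limma adjusted p 0.0264, 0.000728 and 0.000378). COL1A1 took 1.65% to 1.91% of all counts in the vehicle libraries and ranked between 3 and 5 in every DFAT library, and quantile normalization reduced the rises to 0.09, 0.28 and 0.19, none of them called. The dicoumarol rise of COL1A1 was also lost without any 1 of the 6 libraries: the adjusted p was 0.0851, 0.0516 and 0.139 without vehicle replicates 1, 2 and 3, and 0.123, 0.119 and 0.0870 without dicoumarol replicates 1, 2 and 3. It was 0.272 with no filter on low genes. With rosiglitazone COL1A1 changed by −0.31, which was called only without the variance trend (0.0344) or with limma-voom (0.02). UCP1 was not listed in the pig table, and CYP1A1 stayed under the minimum (highest value 3.16).

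The combination was also compared with each compound alone. In 3T3-L1 cells limma called 4 genes higher against dicoumarol, where 1273 had an unadjusted p under 0.05. These were Pcx (log2 fold change 0.82), Scarb1 (0.95), Fitm2 (0.80) and a gene without a symbol, ENSMUSG00000121069 (0.74), named here after their values were seen. The count was 569 with the replicate block (392 higher, 177 lower), 0 without the variance trend, 0 with only the compared groups fitted, and 8 after quantile normalization. It was 0 without dicoumarol replicate 2, dicoumarol replicate 3, combination replicate 1 or combination replicate 3, and 46 without combination replicate 2. Against magnolol limma called 0 genes (336 at an unadjusted p under 0.05), and limma-voom and the block also called 0. In DFAT cells 348 genes were called against dicoumarol (297 higher, 51 lower) and 92 against magnolol (57 higher, 35 lower). The first count was 175, 214 and 212 without dicoumarol replicates 1, 2 and 3 and 198 without combination replicate 3. The second was 44 without magnolol replicate 1, 49 and 54 without combination replicates 1 and 3, 44 with only the compared groups fitted and 57 without the variance trend. With the replicate block it was 290 (151 higher, 139 lower), which include all 92.

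The interaction contrast asked whether the combination departed from the sum of the single log2 effects. In 3T3-L1 cells limma called 0 genes, with 78 at an unadjusted p under 0.05, and limma-voom and the block also called 0. In simulated data of the same size the 3T3-L1 interaction test recovered 57% of 200 changed genes among 15607 genes. For 1.5-fold, 2-fold and 4-fold changes the shares were 22.4%, 62.7% and 86.4%, so small interactions would mostly be missed. In DFAT cells 12 genes were called, 6 in each direction, and 11 with limma-voom. The count was 7 with no filter and 5 without the variance trend. Leaving out vehicle replicate 1 gave 6, dicoumarol replicates 1, 2 and 3 gave 6, 5 and 7, magnolol replicate 3 gave 7 and combination replicate 2 gave 5. The combined effect was below the sum for ADIPOQ (interaction −2.85, SE 0.31, limma adjusted p 0.000897) and PLIN1 (−1.26, SE 0.15, limma adjusted p 0.0011), which had risen with each compound. It was above the sum for PDE4D (0.88, SE 0.11, limma adjusted p 0.00179) and NR4A1 (1.17, SE 0.19, limma adjusted p 0.0198), which had fallen with each compound. In all 4 genes the 3 combination and 3 vehicle libraries did not overlap. This bears on the combined effect and not on a departure from the sum. A sum of log2 effects multiplies the fold changes. Below the sum therefore does not mean less than the added rises in normalized counts, which were not tested. Mean PLIN1 was 140 with vehicle, 628 with dicoumarol, 2116 with magnolol and 3903 with the combination, and the ADIPOQ means are given above. The NR4A1 call was lost with no filter (0.104), without the variance trend (0.114) and without vehicle replicate 1 (0.0862), vehicle replicate 3 (0.0691), dicoumarol replicate 2 (0.0678), dicoumarol replicate 3 (0.0773), magnolol replicate 2 (0.0700), combination replicate 1 (0.0694) or combination replicate 2 (0.0807).

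**Figure D1:**
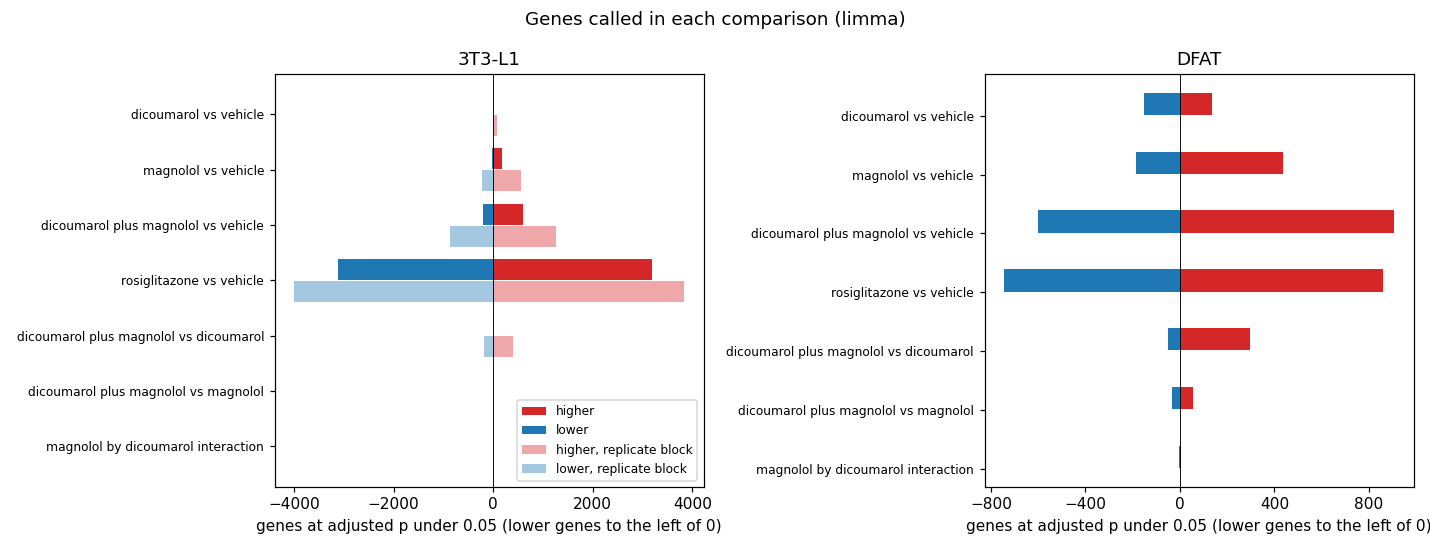
Genes called by limma at an adjusted p under 0.05 in each comparison (x axis, number of genes; lower genes to the left of 0), for 3T3-L1 (left) and DFAT (right), with the replicate-block fit in pale bars for 3T3-L1 only. In the 4 comparisons with vehicle the calls run from 0 for dicoumarol to 6312 for rosiglitazone in 3T3-L1, and from 288 for dicoumarol to 1604 for rosiglitazone in DFAT.

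Gene lists fixed beforehand asked whether fat cell, matrix and stress genes moved as sets, tested with camera at a preset inter-gene correlation of 0.01 and adjusted over 16 tests per table. In 3T3-L1 cells the 27 tested adipocyte genes had median log2 fold changes of 1.02 with dicoumarol, 1.88 with magnolol, 1.97 with the combination and 3.15 with rosiglitazone (camera, limma, adjusted p 7.0e-36, 4.0e-44, 9.7e-37 and 3.7e-19). All 27 members were above 0 in each comparison, and the list median of each treated library lay above the vehicle mean, although dicoumarol replicate 2 lay below vehicle replicate 1. Leaving out 1 library gave medians of 0.65 (without dicoumarol replicate 1) to 1.37 for dicoumarol, 1.5 to 2.47 for magnolol, 1.73 to 2.69 for the combination and 2.82 to 3.38 for rosiglitazone. Of the other alternatives, a pseudocount of 5 moved a median most, that of magnolol to 1.66. Over all genes 0, 18, 24 and 27 members were called higher, and adjusted over the list alone 17, 26, 26 and 27. With an estimated correlation (0.551) the adjusted p was 0.0183 for the first 3 comparisons and 0.06 for rosiglitazone; with fry it was 0.0320, 0.000715, 0.000313 and 2.8e-05.

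The 24 matrix genes had medians of −0.13, −0.18, −0.32 and −0.51 in 3T3-L1 cells for dicoumarol, magnolol, the combination and rosiglitazone (camera adjusted p 0.000812, 0.00167, 2.7e-05 and 0.000101). Every treated library lay below the vehicle mean, but the list median of magnolol replicate 3 (0.1765) lay above vehicle replicates 1 (0.1719) and 3 (0.1762). None of these camera calls held with the estimated correlation (0.239 to 0.344), and fry called only rosiglitazone (0.00221, combination 0.0532). Both of these tests were run without the replicate block only, so whether the losses hold with it was not tested. Over all genes 0, 0, 4 and 15 members were called lower, with 1 higher for the combination and 2 for rosiglitazone; adjusted over the list alone 0, 0, 5 and 16 were lower, with 1 and 2 higher. The preset call was lost for dicoumarol without vehicle replicate 2 (0.0764) or dicoumarol replicate 1 (0.0735), and for magnolol without vehicle replicate 2 (0.0691) or magnolol replicate 1 (0.0550). The 20 NRF2 target genes had medians of 0.09, 0.15, 0.30 and 0.43 (camera adjusted p 0.00524, 0.000812, 0.000103 and 0.0545). Every treated library lay above the vehicle mean, but dicoumarol replicate 2 (−0.150) lay below vehicle replicate 1 (−0.105). The magnolol and combination calls held with the estimated correlation (0.0332 and 0.0183) and fry (0.00572 and 0.000433), and the dicoumarol call with neither (0.06 and 0.0772). Rosiglitazone was called with fry (0.000128), with the replicate block (0.0267), with no filter (0.0151), with only the compared groups fitted (0.0312), and without vehicle replicate 1 (0.0390), rosiglitazone replicate 1 (0.0424) or rosiglitazone replicate 3 (0.0438). The dicoumarol call was lost without vehicle replicate 3 (0.0765) or dicoumarol replicate 1 (0.06). Over all genes 0, 1, 5 and 9 members were called higher and 6 lower with rosiglitazone; adjusted over the list alone 0, 3, 7 and 10 were higher and 6 lower. The 22 integrated stress response genes, targets of the ATF4 pathway, had medians of 0.01, 0.01, 0.07 and 0.18 with no camera call (adjusted p 0.482, 0.897, 0.231 and 0.171); the magnolol mean was −0.02, opposite in sign to its median. The combination was called without combination replicate 3 (0.0445). Over all genes 0, 0, 1 and 7 members were called higher and 1 lower with rosiglitazone; adjusted over the list alone 0, 0, 2 and 7 were higher and 1 lower.

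In DFAT cells the 25 tested adipocyte genes had medians of 0.36, 0.65, 1.11 and 1.39 for dicoumarol, magnolol, the combination and rosiglitazone (camera adjusted p 1.2e-17, 4.1e-26, 8.8e-30 and 3.0e-33), and the 3 treated libraries of each group lay above the 3 vehicle libraries. All 4 calls held with the estimated correlation (0.00485, 0.00158, 0.00154 and 0.00143) and with fry. Over all genes 7, 15, 17 and 17 members were called higher and 1 lower with the combination; adjusted over the list alone 12, 16, 17 and 18 were higher, and 1 was lower with magnolol and 1 with the combination. The 23 matrix genes had medians of 0.18, 0.50, 0.46 and −0.05 (camera adjusted p 0.000264, 2.2e-10, 2.3e-06 and 0.716), with every library of the first 3 groups above the vehicle mean; the rosiglitazone mean was 0.01, opposite in sign to its median. Only the magnolol call held with the estimated correlation (0.0255; dicoumarol 0.172, combination 0.0822), and all 3 held with fry (0.0232, 9.2e-05 and 0.00051). Quantile normalization lowered the 3 medians to 0.10, 0.08 and 0.06, with adjusted p of 0.212, 0.00642 and 0.318. The combination median ran from 0.299 without vehicle replicate 2 to 0.550 without combination replicate 2. Over all genes 4, 10, 11 and 5 members were called higher and 2, 2, 2 and 3 lower; adjusted over the list alone 7, 16, 14 and 8 were higher and 3, 3, 3 and 9 lower. The 17 NRF2 target genes had medians of −0.08, −0.32, −0.28 and −0.06 (camera adjusted p 0.000145, 5.6e-13, 2.8e-09 and 0.759), with every library of the first 3 groups below the vehicle mean. Those 3 calls held with the estimated correlation (0.0147, 0.0014 and 0.00158) and fry (0.00169, 7.2e-07 and 4.1e-07). The dicoumarol median ran from −0.134 without vehicle replicate 3 to −0.0556 without vehicle replicate 1. Over all genes 3, 7, 9 and 1 members were called lower and 1 higher with rosiglitazone; adjusted over the list alone 3, 12, 12 and 2 were lower and 1 higher. The 23 integrated stress response genes had medians of 0.03, 0.07, −0.00 and 0.37, and only rosiglitazone was called (camera adjusted p 1.1e-11; estimated correlation 0.00369; fry 2.7e-06; other comparisons 0.204 to 0.962). Over all genes 1, 3, 3 and 11 members were called higher and 1, 1, 2 and 1 lower; adjusted over the list alone 1, 3, 3 and 18 were higher and 1, 1, 2 and 1 lower.

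**Figure D2:**
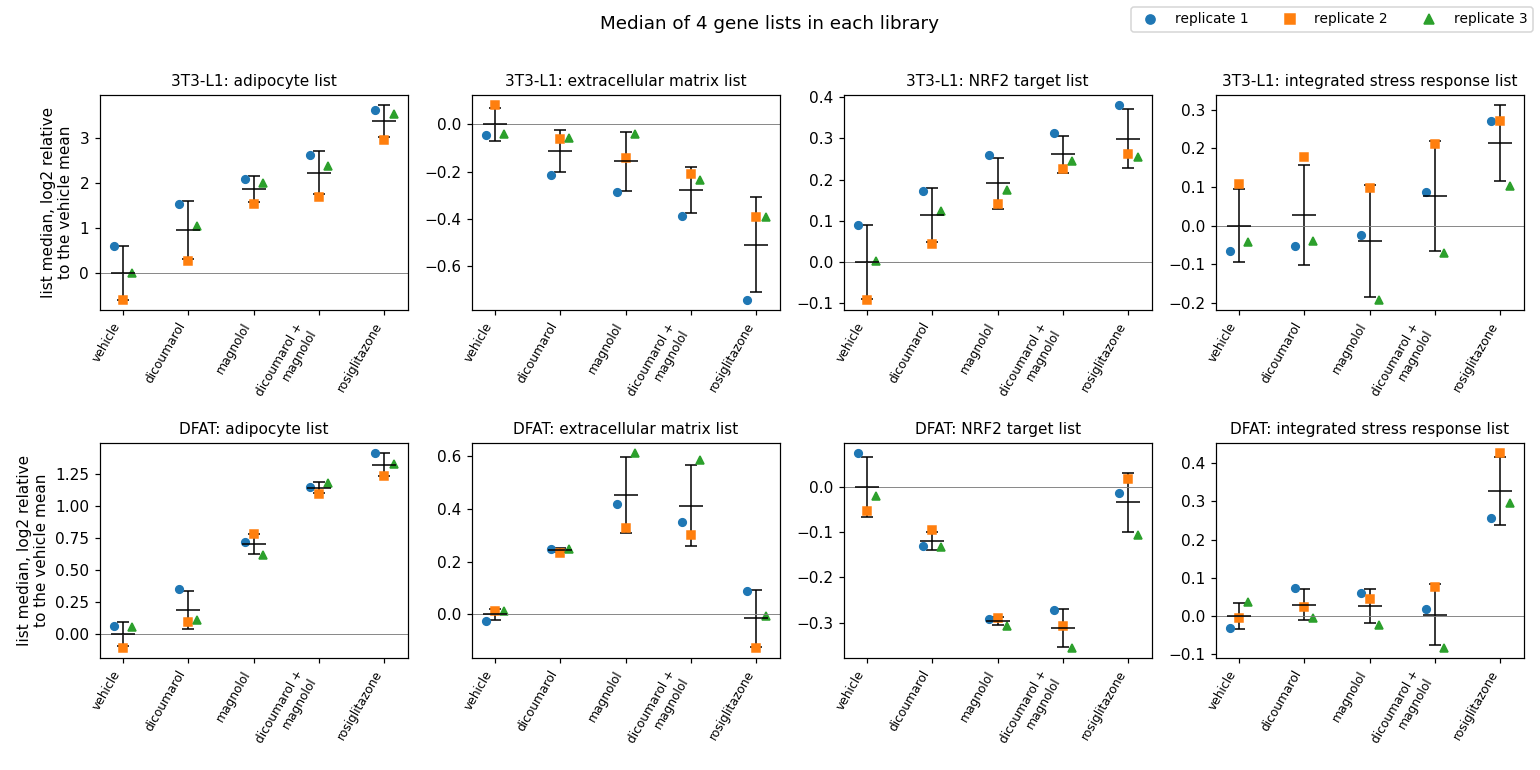
Median of the tested genes of 4 lists in each library (y axis, log2 relative to the vehicle mean) by group (x axis), for 3T3-L1 (top) and DFAT (bottom); each marker is a library, with its shape giving the replicate number, and bars are the mean ± SD of 3 libraries. The mean of the adipocyte medians lies above vehicle with every treatment in both systems, by 3.36 in 3T3-L1 and 1.32 in DFAT with rosiglitazone, while the matrix and NRF2 target lists move opposite ways in the 2 systems with dicoumarol, magnolol and both.

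How far each compound followed rosiglitazone was described by the correlation of fold changes across genes, which are not independent replicates. In 3T3-L1 cells Pearson's r was 0.640 for dicoumarol, 0.651 for magnolol and 0.815 for the combination, and Spearman's rho 0.617, 0.483 and 0.741. The vehicle libraries are shared, so unchanged groups simulated 200 times against the same vehicle and rosiglitazone values gave a median r of 0.195 (95% range −0.324 to 0.599). Among the 6312 genes called for rosiglitazone, 89.2%, 79.7% and 95.8% had the same sign, against a simulated median of 61.2% (26.3% to 86.3%), so that the magnolol share lay inside the simulated range. These simulated libraries are independent, while the 3T3-L1 libraries pair by number. With simulated libraries paired by number, an alternative added after the data were examined, the median r was 0.116 (−0.178 to 0.374) and the median same-sign share 53.9% (33.3% to 75.1%), and all 3 values of each lay above these ranges. In DFAT cells r was 0.369, 0.537 and 0.567 and rho 0.236, 0.304 and 0.307, against a simulated median r of 0.267 (−0.030 to 0.515). The DFAT same-sign shares were 62.2%, 68.8% and 69.9%, all inside the simulated range of 44.9% to 77.8%, as was the dicoumarol r. The DFAT simulation ignores the pairing between magnolol, combination and rosiglitazone libraries, so it does not settle whether the magnolol and combination r exceed what unchanged groups would give. If both groups were unchanged, the shared vehicle alone gave a median r of 0.539 in 3T3-L1 and 0.574 in DFAT. A minimum mean of 100 gave r of 0.778, 0.691 and 0.870 in 3T3-L1, and leaving out 1 library moved r as low as 0.473. The simulated ranges were not redrawn with a library left out. The leave-outs given next therefore do not show whether r exceeds what unchanged groups would give. In 3T3-L1 the dicoumarol r fell inside the range of independent libraries without vehicle replicate 2 (0.515) or dicoumarol replicate 1 (0.473), and the magnolol r without vehicle replicate 2 (0.575) or magnolol replicate 1 (0.509), and no leave-out fell inside the paired range. In DFAT the magnolol r did so without magnolol replicate 2 (0.514), magnolol replicate 3 (0.506), rosiglitazone replicate 1 (0.479) or rosiglitazone replicate 3 (0.473), and the combination r without rosiglitazone replicate 3 (0.514). Of the 821 genes called for the combination in 3T3-L1, 810 were also called for rosiglitazone, all in the same direction; simulated unchanged groups with as many genes had a median of 320.5 shared genes, 72.8% in the same direction (8.05% to 99.1%), and with paired libraries a median of 262 shared genes, 68.6% in the same direction (20.9% to 94.1%). In DFAT 587 genes were shared, 488 (83.1%) in the same direction and 99 in opposite directions, against a simulated median of 182.5 shared and 73.6% in the same direction (26.8% to 95.1%).

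The systems were compared last. The tables were normalized separately, so only fold changes within each table were compared. Across 9371 genes with the same symbol, r was 0.0827 for dicoumarol, 0.169 for magnolol, 0.163 for the combination and 0.249 for rosiglitazone, and rho was 0.0148, 0.0162, −0.0493 and 0.0876, so the 2 measures differed in sign for the combination. The dicoumarol r became −0.0124 without 3T3-L1 vehicle replicate 2. Of these genes, 0, 26, 141 and 684 were called in both systems, with 21, 84 and 433 of the last 3 sets in the same direction.

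Direct tests of the difference in log2 fold change for 12 panel genes in 4 comparisons found 27 of 48 past an adjusted p of 0.05. ADIPOQ rose more in DFAT than in 3T3-L1 with every treatment, by 1.92, 2.87, 3.11 and 2.08 for dicoumarol, magnolol, the combination and rosiglitazone (SE 0.57; adjusted p from limma standard errors 0.00522, 0.000107, 3.5e-05 and 0.00289). CIDEC rose less in DFAT, by −1.32, −2.70, −2.48 and −3.50 (SE 0.55). COL1A1 differed by 0.74, 1.07 and 1.19 with dicoumarol, magnolol and the combination (SE 0.20). Quantile normalization reduced the DFAT rises of COL1A1, as given above. With every DFAT library scaled to the same total, the combination rise was 0.68 (limma adjusted p 0.000103). The 3T3-L1 changes of −0.15, −0.21 and −0.35 were not called (limma adjusted p 1.00, 0.716 and 0.216), except for the last with the replicate block (0.0166). NQO1 differed by −0.48, −0.79 and −0.87 with the same treatments, and PPARG in none of the 4. The CIDEC difference with dicoumarol (adjusted p 0.0435) was lost without 3T3-L1 vehicle replicate 2 (0.195) or 3 (0.175), dicoumarol replicate 1 (0.264) or 3 (0.0614), or rosiglitazone replicate 3 (0.0508), and without DFAT vehicle replicate 1 (0.0716) or dicoumarol replicate 2 (0.0606) or 3 (0.0531). The NQO1 difference with dicoumarol (adjusted p 0.0405) was lost without 3T3-L1 vehicle replicate 1 (0.0582) or 3 (0.14), dicoumarol replicate 1 (0.0908) or 2 (0.137), or DFAT dicoumarol replicate 1 (0.0551). With the replicate block in 3T3-L1 alone 35 differences passed, the same 27 and 8 more: FABP4 with dicoumarol (−0.76) and the combination (−0.62), PLIN1 with dicoumarol (0.50) and magnolol (0.84), CD36 with dicoumarol (−0.56) and magnolol (−0.90), LPL with dicoumarol (−0.34) and NQO1 with rosiglitazone (−0.36). The number of differences was 23 to 26 under a pseudocount of 5, no filter, quantile normalization, no variance trend and limma-voom, and 22 to 29 when libraries were left out one at a time.

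**Figure D3:**
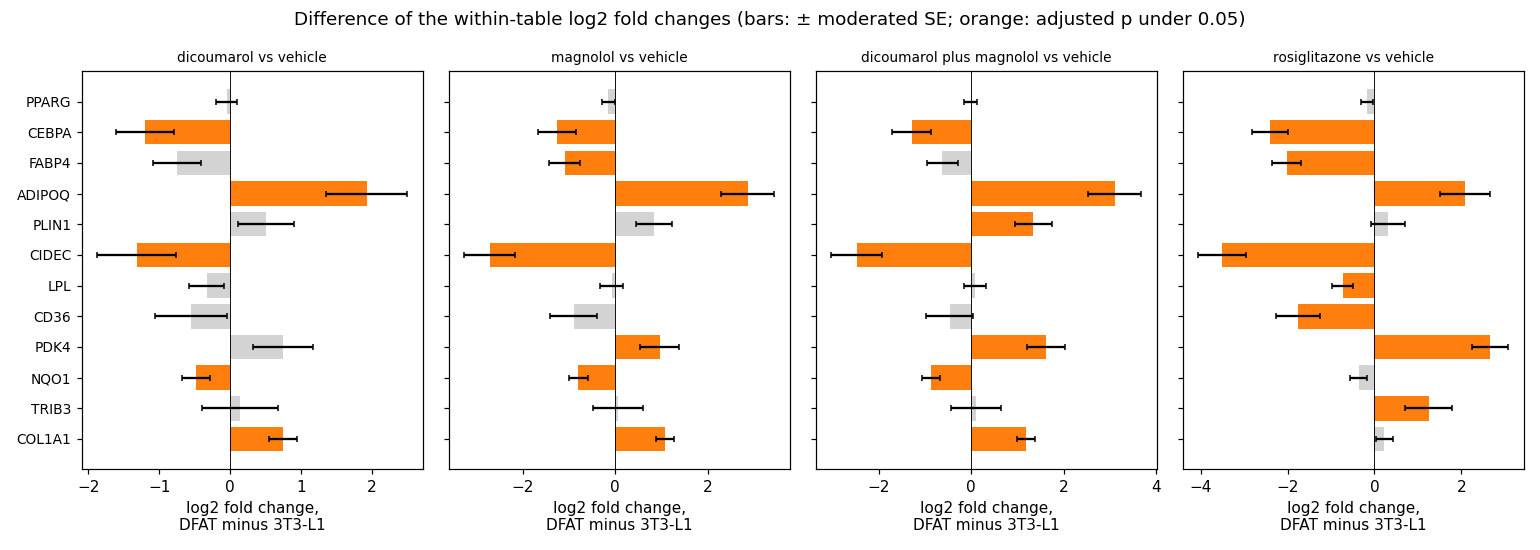
Difference between systems (x axis, log2 fold change in DFAT minus that in 3T3-L1) for 12 panel genes (y axis) in 4 comparisons with vehicle; bars are the difference, lines ± the combined SE, and orange marks an adjusted p under 0.05. ADIPOQ differences lie between 1.92 and 3.11 and CIDEC differences between −3.50 and −1.32, while no PPARG difference is marked.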

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

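Chosen after the results were seen were the scaling of the DFAT libraries to equal totals and the leave-outs and alternatives of the differences between systems; the decision to read the quantile test of COL1A1 and the pseudocount test of ADIPOQ as undecided was also taken after its value was seen. All values below are log2 fold changes in DFAT minus those in 3T3-L1, each singled out because the direct test of the difference passed an adjusted p of 0.05 over 48 tests, except for the last group, which was not tested. Species, cell origin, induction medium and sequencing depth differ together between the systems, so none of them was separated from the others.

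ADIPOQ rose more in DFAT, by 1.92 with dicoumarol, 2.87 with magnolol, 3.11 with the combination and 2.08 with rosiglitazone. Its vehicle mean was 28.4 in DFAT and 453 in 3T3-L1, so a larger pseudocount shrinks the DFAT rise more and could only lower the difference. A pseudocount of 5, tried as a test of a technical explanation, gave 2.93 for the combination (adjusted p 6.9e-05) and therefore decides nothing about what made the difference. These 4 differences stayed past the threshold in every alternative and leave-out. PLIN1 also rose more in DFAT with the combination, by 1.35. A biological difference between the systems stays open and was not tested.

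CIDEC rose less in DFAT, by −1.32 with dicoumarol, −2.70 with magnolol, −2.48 with the combination and −3.50 with rosiglitazone. CEBPA also rose less in DFAT with magnolol (−1.26), the combination (−1.29) and rosiglitazone (−2.40). With dicoumarol CEBPA changed by −0.32 in DFAT and 0.88 in 3T3-L1 (difference −1.20), neither called without the replicate block. The 3T3-L1 rise was called with the block (limma adjusted p 0.000696). Smaller rises in DFAT were found for FABP4 with magnolol (−1.09) and rosiglitazone (−2.02), and for LPL (−0.73) and CD36 (−1.75) with rosiglitazone. The dicoumarol difference of CIDEC was lost without the variance trend (0.0819), with limma-voom (0.0600) and in 8 leave-outs (0.0508 without 3T3-L1 rosiglitazone replicate 3 to 0.264 without 3T3-L1 dicoumarol replicate 1). For CEBPA it was lost with dicoumarol without 3T3-L1 vehicle replicate 2 (0.0916), dicoumarol replicate 1 (0.0568) or dicoumarol replicate 3 (0.0747), and without 3T3-L1 vehicle replicate 2 also with magnolol (0.0798) and the combination (0.0686). The LPL difference was lost after quantile normalization (0.232) and without 3T3-L1 vehicle replicate 3 (0.0538) or rosiglitazone replicate 1 (0.0803). All differences in this paragraph stayed past the threshold with a pseudocount of 5 (CIDEC with magnolol −2.69, CEBPA with rosiglitazone −2.39), and all but that of LPL did after quantile normalization. Beyond these alternatives no technical explanation was tested for these genes, and no biological one.

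NQO1 fell in DFAT and not in 3T3-L1, with differences of −0.48 for dicoumarol, −0.79 for magnolol and −0.87 for the combination. The first was lost without the variance trend (0.0697) and in 5 leave-outs (0.0551 without DFAT dicoumarol replicate 1 to 0.14 without 3T3-L1 vehicle replicate 3). PDK4 was higher in DFAT (0.83 with magnolol, 1.5 with the combination and 2.09 with rosiglitazone) and not in 3T3-L1 (−0.13, −0.12 and −0.57), with differences of 0.96, 1.62 and 2.66; the magnolol change in DFAT was itself not called. The magnolol difference of PDK4 (adjusted p 0.0499) was lost under 5 alternatives, with adjusted p of 0.0658 with a pseudocount of 5, 0.0595 with no filter, 0.107 after quantile normalization, 0.0697 without the variance trend and 0.0792 with limma-voom. It was also lost in 19 of 30 leave-outs, with adjusted p of 0.0502 to 0.148. In 3T3-L1 these were vehicle replicates 2 and 3, dicoumarol replicates 1 and 3, magnolol replicate 1, combination replicates 2 and 3 and rosiglitazone replicate 3; in DFAT they were vehicle replicates 1 and 2, every dicoumarol replicate, magnolol replicates 1 and 2, combination replicate 3 and every rosiglitazone replicate. TRIB3 differed by 1.26 with rosiglitazone (adjusted p 0.0492). This was lost without the variance trend (0.0879), with limma-voom (0.0589) and in 11 leave-outs (0.0501 to 0.232): 3T3-L1 vehicle replicates 2 and 3, dicoumarol replicate 3, magnolol replicate 1 and rosiglitazone replicates 1 and 3, and DFAT vehicle replicate 3, dicoumarol replicates 1 and 2 and rosiglitazone replicates 1 and 2. With a pseudocount of 5 the differences other than that of PDK4 with magnolol stayed past the threshold, at −0.87 for NQO1 with the combination, 2.39 for PDK4 with rosiglitazone and 1.25 for TRIB3 with rosiglitazone, and they also did after quantile normalization. Beyond these alternatives no technical explanation was tested for NQO1, PDK4 or TRIB3, and no biological one.

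COL1A1 differed by 0.74 with dicoumarol, 1.07 with magnolol and 1.19 with the combination. The dicoumarol difference was lost after quantile normalization (adjusted p 0.197) and in no leave-out. Several technical explanations were tested on the combination in DFAT, where COL1A1 rose by 0.85. Scaling every library to the same total left 0.68 (limma adjusted p 0.000103), which argues against the scaling factors as the whole cause. The 100 most abundant genes outside the matrix list had a median of 0.17, which argues against a rise shared by all abundant genes. Their range of −0.72 to 1.11 holds the 0.85 of COL1A1, however, and the share of counts taken by the 10 most abundant genes, COL1A1 included, went from 17.0% to 17.8% with vehicle to 21.5% to 24.9% with the combination, with mitochondrial genes going from 9.58% to 10.2% to 12.2% to 15.1%. A rise among the few most abundant genes therefore stays open. An effect on COL1A1 and ELN alone is argued against by the other matrix genes: without these 2, 9 of 21 members were called higher and 2 lower (camera p 8.3e-05; fry 0.00311; estimated correlation 0.104). Quantile normalization reduced the rise to 0.19, but COL1A1 ranks between 3 and 5 in every DFAT library, where that method fixes the values, so an effect of the normalization and a rise of COL1A1 cannot be told apart by this test. A matrix response of DFAT cells to the compounds stays open as well. The matrix list was called higher with the compounds, but the dicoumarol and combination calls were lost with the estimated correlation and after quantile normalization. The magnolol call held with both.

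The matrix list moved up in every DFAT library and down in every 3T3-L1 library against the vehicle mean with the compounds, and the NRF2 target list moved the opposite ways. In 3T3-L1 single libraries still overlapped with vehicle libraries. These were magnolol replicate 3 for the matrix list and dicoumarol replicate 2 for the NRF2 target list. The differences of the list medians were 0.31 for dicoumarol, 0.68 for magnolol and 0.78 for the combination for the matrix list, and −0.17, −0.47 and −0.57 for the NRF2 target list. These differences were not tested, and the lists hold partly different genes in the 2 tables. Without single DFAT libraries, the dicoumarol NRF2 target median ran from −0.134 to −0.0556 and the combination matrix median from 0.299 to 0.550. Quantile normalization lowered the DFAT matrix medians to 0.10, 0.08 and 0.06, of which only magnolol was still called (camera adjusted p 0.212, 0.00642 and 0.318), so the normalization stays open for the matrix list in DFAT. The NRF2 target medians of DFAT were −0.06, −0.32 and −0.29 after it, all still called. No biological explanation was tested.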

How the results depend on the processing

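Limma-voom, the alternatives of the panel differences and the paired simulations were chosen after the results were seen; the other alternatives were planned. The planned edgeR and DESeq2 fits were not run, since whole reads could not be recovered.

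In 3T3-L1 the replicate block gave 79 genes for dicoumarol, 780 for magnolol, 2124 for the combination and 569 for the combination against dicoumarol. The block removes the spread that libraries of the same number share. It made 12 calls of named genes pass and moved 1 list call at the preset correlation (NRF2 target, rosiglitazone). It changed no other call of these kinds, and no other count by over 1.5 times. List tests with the estimated correlation or fry were not run with the block. Without the variance trend magnolol gave 80 genes and the combination against dicoumarol 0. With only the compared groups fitted, which leaves fewer libraries, these were 106 and 0. Quantile normalization gave 8 for the combination against dicoumarol. The NRF2 target median of rosiglitazone, 0.43, passed the threshold with no filter, with the block and with only the compared groups. The stress list median of magnolol, 0.01, became −0.00275 after quantile normalization and −0.000269 with limma-voom; neither is called.

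Over all DFAT groups the numbers paired only in part. Above 0.1 were 16 of 30 same-number pairs (lowest −0.306, median 0.112), against 4 of 60 pairs with different numbers (median −0.0650). Between magnolol and the combination all 3 same-number pairs were above 0.1. The main DFAT counts leave this partial pairing out. The block there gave 670 genes for dicoumarol, 1360 for magnolol, 2643 for the combination, 893 for the combination against dicoumarol, 290 for it against magnolol and 34 for the interaction. The number of panel differences was 36 with the block in both systems and 35 with it in 3T3-L1 alone. With only the compared groups fitted, rosiglitazone gave 931 and the combination against magnolol 44. Without the variance trend the latter gave 57 and the interaction 5; with no filter the interaction gave 7. After quantile normalization the matrix medians were 0.0996 for dicoumarol and 0.0561 for the combination, no longer past the threshold, and the stress median of the combination was 0.0128. Apart from the effects stated of the block and of fewer libraries, the cause was not tested.

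Leaving out 1 library at a time leaves groups of 2. In 3T3-L1 the counts ran from 0 to 1 for dicoumarol, 22 to 135 for magnolol, 286 to 722 for the combination and 0 to 46 for it against dicoumarol. The list medians that changed side or sign ran from −0.168 to −0.0946 (matrix, dicoumarol), −0.21 to −0.12 (matrix, magnolol), 0.0746 to 0.114 (NRF2 target, dicoumarol), 0.32 to 0.47 (NRF2 target, rosiglitazone), and for the stress list from −0.0558 to 0.0889 (dicoumarol), −0.0987 to 0.0886 (magnolol) and −0.0466 to 0.13 (combination). In DFAT the counts ran from 153 to 237 for dicoumarol, 400 to 577 for magnolol, 175 to 270 for the combination against dicoumarol, 44 to 68 for it against magnolol and 5 to 13 for the interaction. The medians ran from −0.0406 to 0.0459 (stress, combination), −0.10 to 0.00756 (matrix, rosiglitazone) and −0.0847 to 0.00300 (NRF2 target, rosiglitazone). Sign changes of uncalled medians near 0 are counted as moves. For named genes in 3T3-L1, 292 leave-out values kept their call and direction, 24 lost the call, 3 gained one and 23 uncalled values changed sign; in DFAT 426 kept it and 18 lost it. Counts fall partly because fewer libraries are fitted; the cause was not tested further.

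For r with rosiglitazone the ranges were 0.473 to 0.709, 0.509 to 0.716 and 0.768 to 0.844 in 3T3-L1 for dicoumarol, magnolol and the combination, and 0.331 to 0.431, 0.473 to 0.579 and 0.514 to 0.602 in DFAT. Between systems, r for dicoumarol ran from −0.0124, without 3T3-L1 vehicle replicate 2, to 0.123, a reversed sign whose cause was not tested. At the preset correlation the adipocyte list kept its direction and its camera call in all 8 comparisons under every alternative and leave-out; with the estimated correlation 3T3-L1 rosiglitazone was not called (0.06). The self-test recovery of 57% to 84.5% limits what counts of 0 show. Of 1.5-fold changes, the 3T3-L1 interaction test recovered only 22.4%.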

Other observations

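Chosen after the results were seen were the tests of shared depth and of differentiation in 3T3-L1 replicate numbers; the stricter reading of the stress, cAMP and interferon tests, which leaves them open, was also settled after their values were seen.

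Other splits of the same libraries were counted for each number of genes called. With 3 libraries against 3 there are 10 splits, so the share is never under 0.1 and chance cannot be excluded by this count. In 3T3-L1, 10 of 10 splits gave as many genes as the real one for dicoumarol and for the combination against magnolol, where 0 were called and any split reaches the count, and 1 of 10, the real one, for magnolol, the combination, rosiglitazone and the combination against dicoumarol. Among the 4 splits that part all 3 number pairs, the real one was 1 of 4 in the latter comparisons; the other 6 put libraries of the same number together. In DFAT 1 of 10 splits, the real one, reached the count in all 6 comparisons, and for the combination against magnolol, where the numbers pair, it was also 1 of the 4 splits that part all 3 pairs. For the interaction 100 of 100 drawn splits reached the 0 genes of 3T3-L1 and 5 of 100 the 12 genes of DFAT, but any split reaches a count of 0, and the drawn splits mix treatment groups and carry their effects (up to 363 and 1021 genes). Neither count measures chance, and neither excludes it.

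The 3T3-L1 libraries with the same replicate number deviated together. Replicate number 2 had the lowest adipocyte-list median in 5 of 5 groups, and a different extent of differentiation in the cultures of one number may be a source. Depth shared by the number is argued against, since the most frequent number was the shallowest library in only 3 of 5 groups. A stress response in these cultures stays open: Trib3 was highest in number 2 in every group, but the stress list without Trib3 was highest there in 4 of 5 groups, the exception being rosiglitazone (replicate 1 0.206, replicate 2 0.191). What a number stands for is not given in the sources used here, so culture and day cannot be told apart from it.

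PDE4B, PDE4D, PDE7B and NR4A1 fell in DFAT with the compounds. PDE4B and PDE7B were among the largest falls, and PDE4D and NR4A1 came from the interaction. A lower expression of cAMP-responsive genes as a set could be behind this, and a list written for it, without these 4 genes (26 tested), was lower with the combination at a camera p of 0.0488. The estimated correlation gave 0.0522, fry 0.00517, and leaving out 1 library gave camera p of 0.0245 to 0.116, over 0.05 without vehicle replicate 1 (0.116), vehicle replicate 2 (0.0649) or combination replicate 3 (0.0791). With dicoumarol the list was lower in all 3 tests (camera p 0.000669, estimated correlation 0.00346, fry 0.000459). With magnolol, with which the 4 genes fell too, only fry passed 0.05 (camera p 0.121, estimated correlation 0.114, fry 0.0345). With rosiglitazone the list was higher (camera p 7.2e-05, estimated correlation 0.00126, fry 1.2e-06). With these values the explanation stays open.

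ZBP1, DHX58 and IFI6 were lower in DFAT with the combination than with dicoumarol alone (−1.23, −0.90 and −0.75), chosen after their values were seen. A lower interferon response as a set may underlie this: without these 3 genes, 30 of 30 listed members were lower (camera p 2.5e-18). All 30 were also higher with dicoumarol than with vehicle (median 0.37, camera p 7.5e-09, estimated correlation 0.177 and fry 0.146), and the list was lower with the combination than with vehicle by a median of −0.24 (camera p 0.00414, estimated correlation 0.488). With magnolol alone 28 of 30 were higher than with vehicle (median 0.36, camera p 5.4e-05, estimated correlation 0.334, fry 0.219). None of these 3 changes was called with the estimated correlation. The list median of magnolol replicate 2 was 0.679, against 0.115 and 0.108 in magnolol replicates 1 and 3. Dicoumarol replicate 2 (−0.0154) lay within the vehicle libraries (−0.136 to 0.0633). Combination replicate 2 (0.122) lay above all 3 vehicle libraries and above dicoumarol replicate 2. For the list, how much of the difference from dicoumarol comes from a rise with it or a fall with the combination is therefore not settled. Against vehicle, ZBP1 changed by 0.61 with dicoumarol and −0.62 with the combination, and DHX58 by 0.55 and −0.36, none of them called. IFI6 changed by −0.06 with dicoumarol and −0.81 with the combination (limma adjusted p 0.957 and 0.00599), so for IFI6 the values show a fall with the combination. For the combination against dicoumarol the estimated correlation of 0.671 gave a p of 0.0527, fry gave 0.0217, and leaving out 1 library gave estimated-correlation p of 0.0135 to 0.121, under 0.05 only without dicoumarol replicate 2 (0.0135) or combination replicate 2 (0.0290). The explanation stays open.

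One programme shared by the combination and rosiglitazone at 2 strengths would give no genes changed in opposite directions. In 3T3-L1, 0% of the 810 genes called in both comparisons did so, and such a programme may therefore describe these genes, although simulated unchanged groups also reached 99.1% in the same direction (94.1% with libraries paired by number). In DFAT 16.9% of 587 genes changed in opposite directions, which argues against it as the whole explanation there.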
